A study of Equus caballus with 12 samples.

How the data were processed

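Day 8 horse embryos (expanded blastocysts) from young nulliparous mares were bisected, and RNA of each hemi-embryo was sequenced. The part that held the inner cell mass is called ICM here. Per the labels it was enriched for, and not a pure sample of, the inner cell mass. The other part, TE, was pure trophoblast. Per the labels, 5 ng of total RNA entered each library except those of embryo 1, for which 2.5 ng were used. Full-length cDNA was amplified by PCR with the SMART-Seq v4 kit and libraries were made with the Nextera XT kit, which do not mark the strand. Spike-in RNA was added, and the table used here has no spike-in rows, so values are relative to the total of each library and not to the amount of RNA per cell.

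The authors deposited 1 table of raw counts per gene, with 1 column per library and no normalisation. Per the file headers, the counts were made by featureCounts 1.6.1 on paired fragments with both ends mapped and chimeric fragments left out, with the EquCab3.0 annotation of Ensembl release 99 to which XIST and SRY had been added as separate sequences. The submitters' processing notes also name bcl2fastq 2.2.18.12, cutadapt 1.15, STAR 2.6, StringTie 2.1.2 and Subread 1.6.1. The command in the header counted multi-mapping fragments and gave no strand option. Fragments of near-identical copies (paralogs, pseudogenes, retrocopies) can therefore be counted at several genes, and reads of a gene and of an antisense partner cannot be told apart. The deposited gene lengths and coordinates were used only to describe genes. The table held 30373 rows, of which 22820 had a count in at least 1 library.

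The table gives Ensembl identifiers and does not pair them with gene names, apart from XIST and SRY, and no annotation with names was used here. Of the 554 gene symbols in the 22 lists fixed before the data were examined (blastocyst cell types and cell processes), 1 could be matched (XIST). The list tests and the ICM enrichment on an epiblast list were therefore not run. The rule for named genes, fixed beforehand, took the genes with the largest absolute change among those with adjusted p under 0.05, a mean of at least 1 log2 CPM, and the same direction in all 6 embryos (ICM against TE) or in each fit without 1 embryo (embryo size). Its condition of a gene symbol could not be met and was dropped, and at most 2 identifiers per direction are given. XIST and SRY are always given. ENSECAG00000018100 and ENSECAG00000018810 are named because they are among 2 or fewer calls of their comparisons.

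Differential expression was tested with edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, filterByExpr with its minimum count of 10) in R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method, and genes with a false discovery rate (FDR) under 0.05 are called differentially expressed genes (DEG). ICM was compared with TE over all 12 libraries with the embryo as a block, because both parts came from the same embryo. As a check of the pairing, the deviations of the libraries from the mean of their compartment correlated between both parts of an embryo (r from 0.368 to 0.663 over genes), while the highest correlation with a part of another embryo was 0.260. Embryo size (log2) and sex were fitted together within each compartment, so that the effect of size is given per doubling. Interactions with the compartment were fitted over all libraries with the embryo as a block. The labels give embryo size without a unit. The SE of a log2 fold change was taken as its absolute value divided by the square root of F. Genes on chromosome X were tested as a set with camera (limma 3.58.1) with the preset correlation of 0.01 and with an estimated one. The 6 embryos are separate animals, and n is the number of embryos throughout.

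ICM enrichment of an embryo was the median difference in log2 CPM (prior count 2) between its ICM and TE libraries over the genes that were higher in ICM in a fit of the other 5 embryos. This replaced the list-based measure and was chosen after the table was seen. Its correlation with log2 size was tested by exact permutation (two-sided). Chromosome counts were tested with Fisher's exact test (two-sided) against all tested genes on chromosomes 1 to 31 and X. Ratios against a group with few counts use the pooled counts of its libraries and have exact Poisson intervals (95%). These intervals leave out the variation between embryos. They can also understate counting error, since PCR copies cannot be told from separate molecules.

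Library totals were between 27327119 and 46276869 counts. On simulated counts with the means, dispersions and library sizes of the real data, ICM against TE (12898 genes tested) recovered 81.8% of genes with a true log2 change of 1 and 98.0% of those with 2. Embryo size in ICM (13909 genes) recovered 30.2% and 73.7%, size in TE (13047 genes) 30.0% and 73.7%, sex in ICM (13889 genes) 24.5% and 72.7%, and sex in TE (13049 genes) 14.4% and 69.0%. These shares are for edgeR. Its false calls in these 5 comparisons, in the same order, were 13, 9, 6, 10 and 4. DESeq2 made 29, 37, 18, 43 and 39 false calls, and recovered more of the genes with a log2 change of 1. The simulated genes were drawn independently and without embryo effects, so numbers of false calls in the real data can differ. Alternatives were another scaling (relative log expression), DESeq2 1.42.0 without independent filtering, limma-voom, a filter on a mean count of at least 10 in 1 group, no filter, fits without each embryo, no embryo block, and other terms for size and sex. All mares had parity 0, so no comparison of parity was made, and maternal age (5 or 6 years) was not tested.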

Results

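Gene expression was measured in 12 hemi-embryos from 6 Day 8 horse blastocysts, with 6 ICM-enriched and 6 TE libraries. Of the embryos, 4 were male and 2 female. The embryo sizes in the labels, which give no unit, were 457, 580, 640, 795, 1102 and 1298 for embryos 1 to 6, and the females were embryos 3 and 5. Library totals were 34769000 ± 4599230 counts in ICM and 33576700 ± 6655820 in TE (SD, n = 6 each). Between 16487 and 18968 genes had at least 1 count in a library. The ICM library of embryo 1, which like its TE library was made from 2.5 ng of RNA in place of 5 ng, had the highest number. At least 1 CPM (counts scaled to the total of the library) was reached by 11379 ± 472 genes in ICM and 10949 ± 163 in TE (SD, n = 6 each). This number was higher in ICM in 6 of 6 embryos (exact sign-flip test, two-sided, p = 0.0312, the smallest 6 pairs allow, and 0.125 after Benjamini-Hochberg adjustment over 4 library measures). Mitochondrially encoded genes took 4.64 ± 0.910% of the counts in ICM and 4.74 ± 0.455% in TE (SD, n = 6 each), and the difference did not pass its exact sign-flip test (p = 0.719).

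The comparison of ICM with TE asked which genes differ between the ICM-enriched part and the trophoblast part. Of 13020 genes considered as expressed, 339 were higher and 17 lower in ICM with edgeR, 531 and 115 with DESeq2, and 710 and 90 without a filter on low counts. The higher genes had a median log2 fold change of 1.88, which was the same with the 6 genes without any TE count set at the bound of 3 counts over the TE libraries. Among them, 257 were over 1 and 90 over 3 on the log2 scale. The lower genes had a median of -0.39, with fitted values between -1.31 and -0.26. The ICM part was not a pure sample, and trophoblast RNA in it limits how far a trophoblast gene can fall there. The numbers and sizes of higher and lower changes are therefore no measure of how many genes mark each cell type. In TE, 156 of the 339 genes averaged under 1 CPM and 35 under 0.1 CPM, while 64 averaged 10 CPM or more. The direction was the same in all 6 embryos for 325 of the 339 higher genes and for all 17 lower genes. Without the embryo block 141 genes were higher and 0 lower, with 760 genes at an unadjusted p under 0.05. Fits without 1 embryo gave 231 to 333 higher genes, and the number of lower genes fell to 1 without embryo 1, 3 without embryo 2 and 1 without embryo 4.

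**Figure D1:**
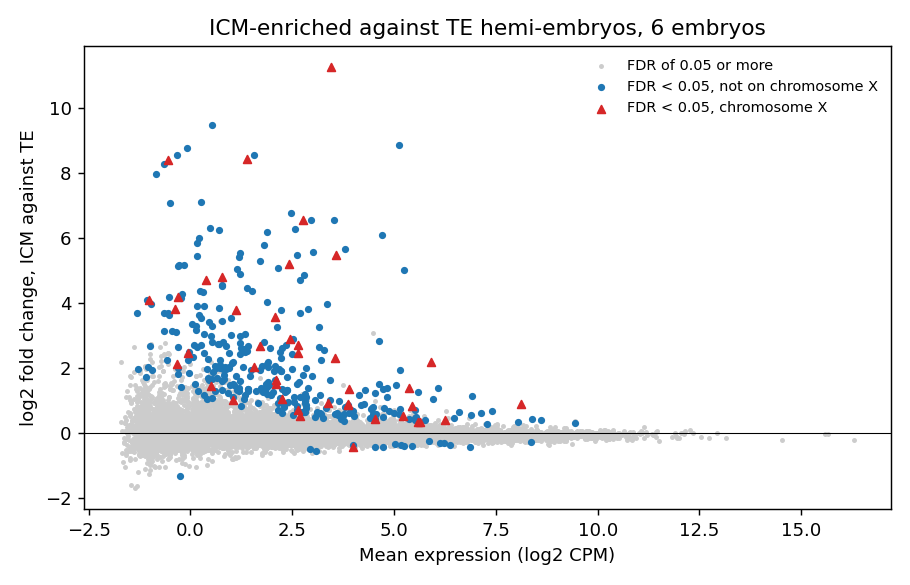
Each point is 1 of 13020 tested genes, with its mean expression (log2 CPM) on the x axis and its log2 fold change in ICM against TE on the y axis. The 339 higher genes lie above 0 and reach 11.27, the 17 lower genes reach -1.31, and triangles mark called genes on chromosome X, of which 41 were higher in ICM.

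ENSECAG00000003691 had the largest change among genes that met the rule for named genes. It is annotated on chromosome X at 40773382 to 40774083 (EquCab3.0) with 1 exon of 702 bases. It had 22.2 ± 13.7 CPM in ICM and 0.00525 ± 0.0129 CPM in TE (SD, n = 6 each). Its single count over all TE libraries gave a ratio of 4575, with a counting interval of 820.6 to 180723 (95%). As a single-exon gene it can share fragments with a copy elsewhere. ENSECAG00000018853, with 10 exons on chromosome 15 at 30108973 to 30133893, had 72.2 ± 58.3 CPM in ICM and 0.126 ± 0.0721 CPM in TE (SD, n = 6 each), a log2 fold change of 8.88 (SE 0.23, edgeR adjusted p = 5.8e-10). Both were higher in ICM in 6 of 6 embryos, as the rule required. The lower genes by the same rule were ENSECAG00000017148 (chromosome 14, 42991056 to 43117699, 18 exons), with 7.07 ± 1.58 CPM in ICM and 9.79 ± 1.10 in TE, and ENSECAG00000022677 (chromosome 1, 101157410 to 101335006, 23 exons), with 6.46 ± 2.05 CPM in ICM and 8.61 ± 1.73 in TE (SD, n = 6 each). Their log2 fold changes were -0.55 (SE 0.13, edgeR adjusted p = 0.0378) and -0.50 (SE 0.11, edgeR adjusted p = 0.0359). Both were lower in ICM in 6 of 6 embryos, as the rule required. Neither passed the threshold without the embryo block. In the fits without 1 embryo, ENSECAG00000022677 lost its call in all 6 (edgeR adjusted p from 0.0514 to 0.114) and ENSECAG00000017148 in all but that without embryo 3 (edgeR adjusted p from 0.0386 to 0.128), while their log2 fold changes stayed between -0.54 and -0.46 and between -0.61 and -0.47.

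Genes higher in ICM were more frequent on chromosome X than elsewhere. They were 41 of 448 tested X-linked genes (9.15%) against 2.36% of tested genes on the other chromosomes. The odds ratio was 4.17, with an interval of 2.88 to 5.89 (95%, Fisher's exact test, two-sided, p = 1.7e-12 and 5.5e-11 after adjustment over 32 chromosomes). None of the 31 autosomes passed this adjusted test. In 10000 random lists of autosomal genes matched on mean expression, 11.1 genes were higher on average and 26 at most. The X-linked higher genes had a median log2 fold change of 2.14 and the autosomal ones of 1.80. The 448 X-linked genes as a set also lay higher in ICM, by little. Their median ICM against TE log2 fold change was 0.04 and that of autosomal genes -0.02, with 56.5% and 45.4% above 0. The camera test of limma passed, with an adjusted p = 0.000105 over 6 X-linked set tests with the preset correlation and adjusted p = 0.0395 with an estimated correlation. Fisher's exact test takes genes as independent, while 6 neighbouring tested genes of the X (85039347 to 85401038), some of them overlapping, were all higher in ICM by 2.32 to 3.83 on the log2 scale. Without these 6 genes, 35 of 442 X-linked genes were higher (odds ratio 3.56, Fisher's exact p = 2.5e-09).

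Embryo size was examined within each compartment because it differed widely between embryos of the same day. In ICM, 14233 genes were tested, of which 88 fell and 14 rose with size with edgeR. The lean towards falling genes was not kept in every fit, since DESeq2 called 691 lower and 661 higher genes, and limma-voom over all 12 libraries with the embryo as a random block 259 and 209. On the simulated counts for size in ICM, DESeq2 made 37 false calls and edgeR 9. The simulation had no embryo effects, so it does not tell how many of the 1352 DESeq2 calls are false. The median change per doubling of size was -1.54 on the log2 scale among the lower genes and 1.17 among the higher genes. In TE, edgeR called 0 of 13346 genes, with 1088 at an unadjusted p under 0.05. limma-voom also called 0, and DESeq2 called 21 higher and 69 lower. Of the 88 genes that fell in ICM, 75 were tested in TE, and 69 of these had a change below 0 there. All 14 genes that rose in ICM had a change above 0 in TE. Both parts came from the same embryos, so this is no independent check. The 0 calls in TE therefore do not show a change with size confined to ICM. The ICM calls depended on the embryos included. Of the 102 genes, 1 remained called without embryo 1, 1 without embryo 6 and 0 without embryo 4, while 96 remained without embryo 2. Each of these fits also has fewer samples. The fits without embryo 3 or 5 leave 1 female, which the sex term takes up in full. Both rest on the same 4 males for the change with size and are not separate checks.

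ENSECAG00000027765 (chromosome 24, 43127167 to 43143902, 7 exons) fell by 3.53 per doubling of size in ICM on the log2 scale (SE 0.39, edgeR adjusted p = 0.0316). Its mean was 14.0 ± 21.5 CPM in ICM and 0.410 ± 0.628 CPM in TE (SD, n = 6 each), and the ICM library of embryo 1 held 57.2 CPM. ENSECAG00000033778 (chromosome 10, 23205212 to 23218394, 6 exons) fell by 3.27 (SE 0.50, edgeR adjusted p = 0.0449). ENSECAG00000032286 (chromosome 7, 35300606 to 35305542, 5 exons) rose by 2.05 (SE 0.22, edgeR adjusted p = 0.0316) and ENSECAG00000015643 (chromosome 5, 76109780 to 76127792, 8 exons) by 1.95 (SE 0.32, edgeR adjusted p = 0.0450). The latter had 1062 ± 702 CPM in ICM and 1101 ± 669 CPM in TE (SD, n = 6 each). The rule for named genes required each of these 4 genes to keep its sign in all 6 fits without 1 embryo. Among the fits without embryo 1, 2, 4 or 6, each kept its call only in that without embryo 2. All 4 stayed called with DESeq2 and relative log expression scaling. On the linear scale of size only ENSECAG00000032286 did. Without the sex term it and ENSECAG00000033778 lost their calls (edgeR adjusted p = 0.0533 and 0.0572). ENSECAG00000033778 also lost its call with limma-voom (adjusted p = 0.0716), and ENSECAG00000015643 with the filter on the mean count (edgeR adjusted p = 0.0521).

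Of the 88 genes that fell with size in ICM, 52 were also higher in ICM than in TE, where independent lists would share 2.08. Both comparisons use the same ICM libraries. As a background for this, the sizes and sexes were reassigned among the ICM libraries. Over 100 assignments, the real one included, 2 gave 52 or more such genes among the 88 lower genes with the lowest p, and the median of the other assignments was 1. Over all 339 genes higher in ICM, the median change per doubling of size was -1.13 in ICM. It was -0.53 in TE for the 272 of them tested there, of which 218 were below 0. Genes not called higher in ICM had medians of -0.02 and -0.01.

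ICM enrichment was then measured in each embryo over genes called in the other 5. The median ICM minus TE difference on the log2 scale was 2.75, 2.49, 1.30, 2.11, 1.16 and 1.20 for embryos 1 to 6. These medians are over different lists, of 237, 240, 321, 231, 318 and 319 genes. The correlation of the medians with log2 size had a Pearson r of -0.81 (exact permutation p = 0.0639, n = 6) and a Spearman rho of -0.89 (exact permutation p = 0.0333, n = 6). Over the 202 genes in all 6 lists, Pearson r was -0.79 (exact permutation p = 0.0694, n = 6). Of the 6 fits without 1 embryo, only that without embryo 3 passed by r (-0.98, exact permutation p = 0.0250, n = 5), and the others had r from -0.84 to -0.68 (exact permutation p from 0.117 to 0.217, n = 5). Without the 2 embryos whose sizes were farthest from the median, r was -0.60 (exact permutation p = 0.417, n = 4). Over all embryos the relation passed the threshold by Spearman's rho and not by Pearson's r. With 4 embryos only the most extreme of the 24 orders can pass (smallest exact permutation p = 0.0417, n = 4), so whether the relation rests on those 2 embryos is not decided.

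**Figure D2:**
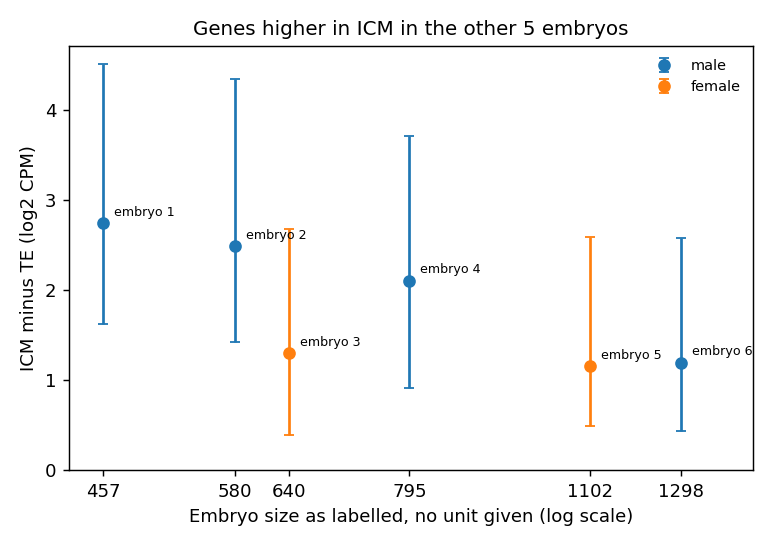
Points are the 6 embryos, with the labelled size on a log x axis and the median ICM minus TE difference (log2 CPM) over genes higher in ICM in the other 5 embryos on the y axis. Bars span the quartiles over genes, and the medians lie between 1.16 and 2.75.

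Female and male embryos were compared within each compartment. XIST, the non-coding RNA that silences an X chromosome in females, had 92.7 ± 3.05 CPM in female and 4.74 ± 7.31 CPM in male ICM, and 85.0 ± 19.7 and 0.996 ± 0.698 CPM in TE (SD, n = 2 females and 4 males). Its log2 fold change was 6.83 in TE (SE 0.39, edgeR adjusted p = 0.00116) and 6.25 in ICM (SE 0.89, edgeR adjusted p = 0.183, which did not pass). In ICM it passed without embryo 1 (edgeR adjusted p = 0.0187), with DESeq2 (adjusted p = 3.2e-06) and without a filter (edgeR adjusted p = 0.0266), and over its alternatives the adjusted p ranged from 3.2e-06 to 1.00 (edgeR without the size term). The male ICM libraries included that of embryo 1 with 15.7 CPM, while the other 3 had 0.319 to 1.55 CPM. A related paper, on Day 8 horse embryos of multiparous mares, took embryo sex from XIST expression. If the labels here were set in that way, the sex difference in XIST is no independent result. SRY, the Y-linked testis-determining gene, had 9 and 10 counts in the ICM and TE libraries of embryo 1, at most 4 in any other male library and 0 in the female libraries. The autosomal gene ENSECAG00000018100 (chromosome 4, 50480022 to 50480885, 2 exons of 519 bases in all) was the other DEG. It had 18.9 ± 2.84 CPM in male ICM and 17.8 ± 3.04 CPM in male TE (SD, n = 4), and 2 and 1 counts in all over the female ICM and TE libraries. The male to female ratio was 610 in ICM, with a counting interval of 169 to 5038, and 1361 in TE, with an interval of 244 to 53781 (95%). Its adjusted p was 0.000218 in ICM and 0.000980 in TE (edgeR), and limma-voom did not call it (adjusted p = 0.133 and 0.0998). edgeR called no gene higher in female ICM (0 of 14233 genes), with 904 genes of any direction at an unadjusted p under 0.05. DESeq2 called 65 genes higher and 30 lower in female ICM, and limma-voom 0. On the simulated counts for sex in ICM, DESeq2 made 43 false calls and edgeR 10. In TE, fits without 1 embryo gave 1 to 31 higher genes, and the highest number came without embryo 5, which leaves 1 female.

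**Figure D3:**
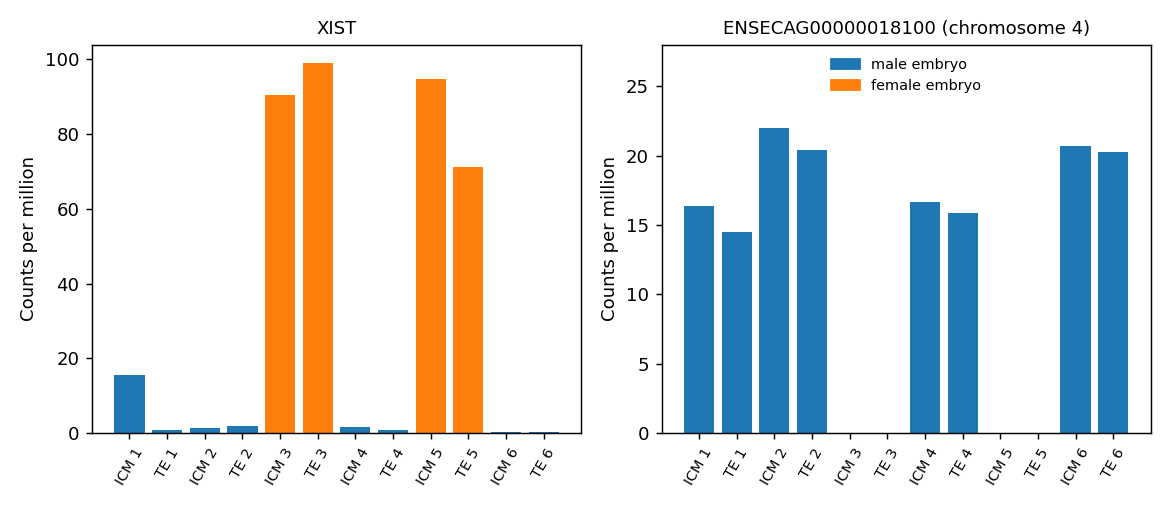
Bars show the CPM of XIST (left) and ENSECAG00000018100 (right) in each of the 12 libraries, coloured by the sex in the labels. XIST is at 71.1 or more in female libraries and at 15.7 in the ICM library of embryo 1, and ENSECAG00000018100 is at 14.5 or more in male libraries.

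X-linked genes were higher in female embryos as a set. In ICM, 370 of 531 tested X-linked genes had a positive log2 fold change, with a median of 0.32 (quartiles -0.10 and 0.65), while the autosomal median was 0.00. In TE, 320 of 463 were positive, with a median of 0.28 (quartiles -0.14 and 0.61) and an autosomal median of -0.01. The camera p over both tests, adjusted, was 6.4e-14 in ICM and 2.6e-14 in TE with the preset correlation, and adjusted p = 0.00642 and 0.000745 with an estimated correlation. No single annotated X-linked gene passed the threshold in either compartment in edgeR. The share of counts on chromosome X was 2.81 ± 0.0196% in female and 2.16 ± 0.0771% in male ICM, and 2.73 ± 0.112% and 2.04 ± 0.0790% in TE (SD, n = 2 and 4). The lowest female share lay above the highest male share in both compartments (exact permutation p = 0.0667 each, two-sided, the smallest that 15 splits allow). Along the chromosome, windows of 10 Mb with at least 20 genes had medians of -0.07 to 0.67 in ICM and -0.08 to 0.62 in TE, and the last window, from 120 Mb, was the highest in both.

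**Figure D4:**
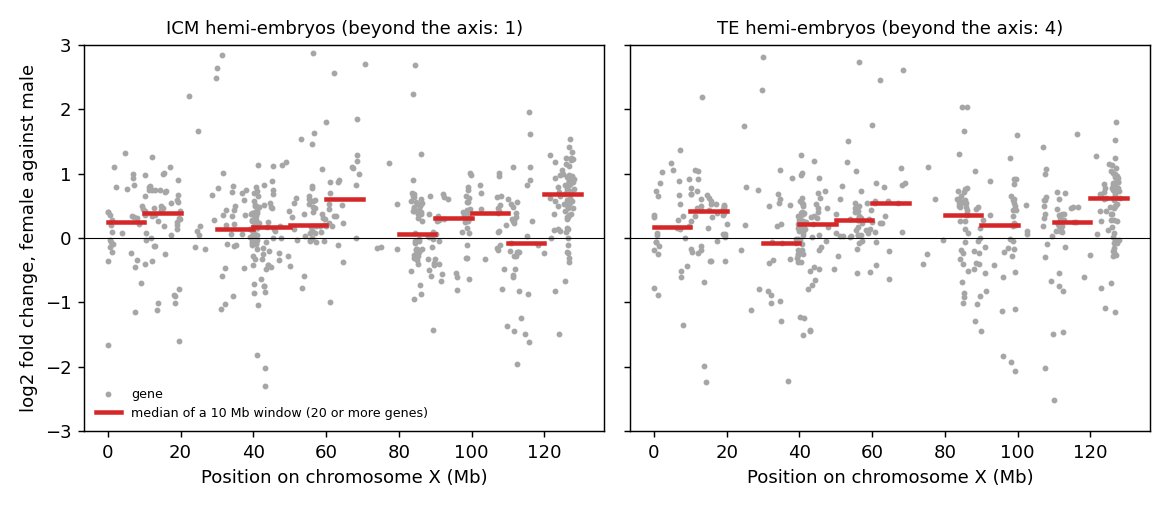
Points are X-linked genes, with their position (Mb) on the x axis and the log2 fold change of female against male embryos on the y axis, in ICM (left) and TE (right) hemi-embryos; points beyond the axis are counted in the titles. Red lines are medians of 10 Mb windows with at least 20 genes and reach 0.67 in ICM and 0.62 in TE.

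The difference between compartments was finally tested for change with size and sex. For size, edgeR called 1 of 13020 genes. ENSECAG00000018810 (chromosome 1, 34843443 to 34881706, 22 exons) had 175 ± 67.9 CPM in ICM and 72.1 ± 14.6 CPM in TE (SD, n = 6 each), and its ICM against TE log2 difference fell by 0.997 per doubling of size (SE 0.10, edgeR adjusted p = 0.0411). Each of the 6 fits without 1 embryo ended this call, with edgeR adjusted p between 0.0748 and 0.709, while the change stayed between -1.01 and -0.979 per doubling. For sex, edgeR called 0 genes, with 548 at an unadjusted p under 0.05, while limma-voom called 0 and DESeq2 called 0 higher and 7 lower. X-linked genes as a set had a median of 0.03 for the interaction with sex, and the camera test of the set did not pass.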

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

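The tests of the ICM library of embryo 1, and those of the chromosome 4 gene except that of its neighbouring genes, were chosen after the values were seen. Among 40 groups of values tested for a value far from the others, 8 stood out. The test flags about 1 in 20 by chance if values have a normal spread. Several flagged groups held 0 in all libraries but 1, where any count is flagged. Some flagged genes had also been named for their fall with size. The number flagged is therefore no measure of an excess over chance.

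The ICM library of embryo 1 stood apart from the other ICM libraries in several measures. It had 18968 detected genes, against 16933 to 17679 in the other 5, and 15.7 CPM of XIST against 0.319 to 1.55 in the other male ICM libraries. Its 9 counts of SRY, against 0 in those, are no trait of this library alone, since the TE library of embryo 1 had 10. The ICM library of embryo 1 also held 50 genes with at least 1 CPM that stayed under 0.1 CPM in each of the other 11 libraries, which had 0 such genes except for 1 in the TE library of embryo 6. A lower RNA input as the whole cause is argued against by the TE library of embryo 1, which had the same input and 0 such genes. The 50 genes were chosen for being nearly absent elsewhere, so they are no test of reads carried over from another of these libraries, which stay open, for XIST in particular. RNA from a female source could bring XIST and other transcripts and stays open. The X-linked shift of this library against the other ICM libraries (-0.11 on the log2 scale) lay within the range of the other males (-0.11 to -0.07). How far a share of such RNA would move this shift was not tested, so the shift does not decide. Without gene names no cell type can be tested.

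ENSECAG00000027765, which fell with size, stood out with 57.2 CPM in the ICM library of embryo 1 against 0.785 to 10.1 in the other 5. In the TE library of embryo 1, ENSECAG00000003691 had 0.0315 CPM against 0 in the other 5, which is its single TE count, and ENSECAG00000033778 had 0.0630 CPM against 0 to 0.0216.

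ENSECAG00000018810 was flagged because its change with size differed between compartments in the interaction test (log2 -0.997 per doubling). Fitted apart, its change per doubling was -0.77 in ICM (SE 0.18) and 0.23 in TE (SE 0.19), and neither passed (edgeR adjusted p = 0.0914 and 0.745).

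The chromosome 4 gene ENSECAG00000018100 was present in the 8 male libraries at 14.5 CPM or more and nearly absent in the 4 female ones. Swapped labels are argued against by the X share of counts, since the shares of the labelled sexes did not overlap in either compartment. The lowest library labelled female had 71.1 CPM of XIST and the highest labelled male 15.7. If the labels were set from XIST, as in the related paper, this is no independent check. A loss of the surrounding region that reached the nearest tested genes is argued against too, since those on both sides differed between the sexes by no more than log2 -0.27. These genes end at 50355211 and start at 51532560, so a loss that stays between them was not tested. Fragments from a Y-linked copy, counted at this locus, could give this pattern and cannot be told apart from a variant that both females lack by chance. None of the other 14 pairs of embryos shared the absence of a gene with at least 5 CPM elsewhere (0 pairs), but 2 of 6 embryos make 15 pairs, so that a share under 0.05 cannot be reached.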

How the results depend on the processing

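The alternatives of thinned libraries, of the genes called in all 6 signatures, and those for the X excess and most for X genes by sex were chosen after seeing the data. The excess of X-linked genes among those higher in ICM and the higher X-linked expression in females passed their tests in the same direction in all settings run for them, with odds ratios of 3.18 to 5.04, and medians of 0.21 to 0.37 in ICM and 0.26 to 0.32 in TE. Counts of calls moved most. The number of genes higher and lower in ICM was 531 and 115 with DESeq2, 710 and 90 without a filter, and 141 and 0 with no replicate block, and fits without 1 embryo gave 231 to 333 higher and 1 to 22 lower. Of the 356 calls, 138 remained without the block and 355 with DESeq2. For size in ICM, higher and lower counts were 661 and 691 with DESeq2, 43 and 227 without a filter, 2 and 8 on the linear scale, and 209 and 259 over all 12 libraries with the embryo as a random block, with 23 higher in limma-voom. Fits without 1 embryo gave 0 to 58 higher and 0 to 163 lower. For size in TE, DESeq2 gave 21 and 69 and no filter 1 lower. For sex in ICM, DESeq2 gave 65 and 30, no filter 4 higher, limma-voom 0 lower, and fits without 1 embryo 0 to 1 higher. For sex in TE, DESeq2 gave 50 and 9, no filter 8 and 2, limma-voom 0 lower, and fits without 1 embryo 1 to 31 higher and 1 to 3 lower. Without a female, the other one is assumed to vary like the males. For size and its interaction, the fits without embryo 3 or 5 rest on the same 4 males. The size interaction had 5 higher and 12 lower with DESeq2, 0 lower with the filter on the mean count, 2 lower without a filter and 0 lower in each fit without 1 embryo. The sex interaction had 7 lower with DESeq2, 1 lower without a filter and 0 to 1 lower without 1 embryo. For ICM enrichment and size, Spearman's rho of -0.89 passed where Pearson's r did not, and r without 1 embryo was between -0.98 and -0.68. Apart from the fewer samples of fits without 1 embryo, the cause was not tested. Gene list tests, fry and the epiblast list were not run, since symbols could not be matched. XIST is a separate sequence in the table, so the X set without it is the same set. Depth limits genes with few counts, such as SRY.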

Other observations

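The test of library depth by thinning was added after the data had been seen, but its bound and that of the reassigned samples were set before their own results were. The correlation of ICM enrichment with size, Spearman's rho and its fits without 1 embryo were planned, though over a gene list that could not be used, and their use to weigh an explanation was not planned. The other tests here were chosen after their results, or values close to them, were seen.

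Genes higher in ICM lay next to each other more often than in shuffles. There were 27 adjacent pairs of non-overlapping tested genes, both higher in ICM, against 9.83 on average and 23 at most in 10000 shuffles within chromosomes (permutation p = 1e-04, the smallest they can give). Runs of at least 3 neighbouring genes higher in ICM, with some overlap between genes in each, were found at 36830535 to 36874933 on chromosome 12 (3 genes) and in the X region described above (6 genes). Counting of multi-mapping fragments can make copies in tandem rise together, and this was not tested.

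No autosome was shifted as a whole in any embryo. Against the median of the other 5 libraries of its compartment, the median of an autosome stayed between -0.19 and 0.19 on the log2 scale over all 372 combinations of library and autosome, and the largest shift shared by both parts of an embryo was 0.10. An extra copy in all cells would give 0.58 if expression followed dose. Chromosome X was shifted by 0.29 to 0.36 in female and by -0.11 to -0.05 in male libraries.

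For ICM against TE, the parts were swapped within embryos. Of the 32 ways to label them, 1, the real one, gave as many called genes, with 356 against at most 0 in the others. A share of 1 in 32 is the smallest these swaps can give. A real difference would add to the spread under mixed labels, so the 0 calls there add no further strength. For the 102 genes called for size in ICM, 2 of 100 assignments gave as many, the real one included, and the highest other gave 367. So high a number points to a structure of the samples, which need not be separate from size. That assignment gave embryos 1 to 6 the sizes 1298, 795, 1102, 580, 457 and 640, close to the real order reversed (r = -0.81 with the real log2 sizes), and the count takes no account of sign. The genes higher in ICM had a median change per doubling of 1.08 there, against -1.13 in the real order. The 3 assignments closer to the reversed order (r of -0.92, -0.92 and -0.84) called 0, 1 and 20 genes, and sex moved with size in all of them.

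The fall of ICM-high genes with embryo size was weighed against 3 explanations. Library depth is argued against, since after all libraries were thinned to the smallest total 93.2% of the 88 genes that fell stayed called, with a median change per doubling of -1.53 against -1.54 before. A smaller share of ICM RNA in larger embryos may give such a fall (r = -0.81 with log2 size, which did not pass, while Spearman's rho did; r passed in 1 of the 6 fits without 1 embryo, that without embryo 3), but the same genes also had a median of -0.53 in TE, where such a share should not act. Embryo 1, the smallest and the one with less RNA, could carry much of it, and with this embryo left out of every step r was -0.54 (exact permutation p = 0.308, n = 5). Size and embryo 1 cannot be told apart here.

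It was hypothesised that the excess of X-linked genes in ICM reflects a higher X dosage in the ICM of females. This was compared in 3 ways in turn, each chosen after earlier values had been seen. Over all 448 tested X-linked genes the ICM against TE shift was 0.11 and 0.02 in the 2 females and 0.04 to 0.10 in the males, but this set is wider than the genes to be explained. Over the genes higher in ICM, the X-linked minus autosomal median was 0.555 and -0.0661 in the females and -0.159 to 0.327 in the males, so that 1 female lay above all males and the other did not. In a fit of the 4 male embryos alone, the excess had an odds ratio of 3.54 (2.34 to 5.20, 95%), and it was 3.67 without embryo 3 and 4.02 without embryo 5. This excess in the males argues against X dosage in females as the whole cause of the excess. Whether it adds to the excess in females is not decided by 2 females.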
